A study of Penicillium oxalicum with 6 samples. Its data were reported in "A RsrC-RsrA-RsrB transcriptional circuit positively regulates polysaccharide-degrading enzyme biosynthesis and development in Penicillium oxalicum" (2024).

How the data were processed

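The series holds RNA-seq of mycelium of the filamentous fungus *Penicillium oxalicum* in 6 libraries. Of these, 3 come from the parental strain Δ*ku70*, which lacks a gene of the non-homologous end-joining pathway so that introduced DNA integrates more often at its target, and 3 come from a deletion strain made in that background. Per the labels, spores were grown in glucose medium for 24 h, the mycelium was moved to a second medium, and RNA was taken 24 h after the move. The labels disagree on the carbon source of the second medium: the treatment field names Avicel, a cellulose, while the treatment protocol names raw starch. The study itself describes a commercial corn starch. No value below settles this, and the medium was the same for all 6 libraries in each of these descriptions.

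Per the labels, polyadenylated RNA was enriched with oligo(dT) beads before circular libraries were made by PCR. The study gives BGISEQ sequencing, read alignment to the genome of strain HP7-1 with BWA and Bowtie2, quantification with RSEM and a comparison with NOISeq. The authors deposited 1 table per library with FPKM (fragments mapped to a gene, scaled to its length in kilobases and to the mapped fragments of the library) for 9822 genes, rounded to 2 decimals, and no replicates were pooled. FPKM divides by gene length and by all mapped fragments of the library. A few genes that take a larger share of the fragments therefore lower the FPKM of all other genes, and the values do not carry the number of fragments behind them.

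Absolute depth is unknown. Relative depth was read from low values: where a gene has the same whole number of fragments in a pair of libraries, the ratio of its FPKM values is the inverse ratio of their depths. Among genes with values between 0.1 and 2 FPKM in both libraries, the most frequent log2 ratio against parent replicate 1, in a window of 0.04, held 29 to 62 genes, and the median window held 4 to 7. On this scale, with parent replicate 1 at 100%, the depth was 96.6% in parent replicate 2, 82.1% in parent replicate 3, 77.8% in deletion replicate 1, 105% in deletion replicate 2 and 82.8% in deletion replicate 3. No confidence interval or detection floor was computed from these, because they hold no counts.

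Groups were taken from the sample titles and genotype labels. The deletion strain is labelled with the number POX00418, an older gene number than those in the tables, and the study describes the comparison as Δ*rsrC* against Δ*ku70*, with *rsrC* as POX_a01508. The libraries are called Δ*rsrC* here, after the values of that gene in each library were looked at as a check of the labels.

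Values were transformed as log2(FPKM + 1), and the 8605 genes with a mean of at least 1 FPKM over the 6 libraries were tested with limma (version 3.58.1 in R 4.3.3; lmFit, and eBayes with an intensity trend) for the difference between the 2 groups, with no covariate. P-values were two-sided and adjusted with the Benjamini-Hochberg method. Adjusted p-values are from this limma fit over all tested genes unless the sentence names an alternative, a library left out or an adjustment over a list alone. Those under an alternative are from limma with that 1 choice changed. A log2 change is on the log2(FPKM + 1) scale, which understates the change of genes with low values. The count at an unadjusted p-value under 0.05 is given because the study screened this mutant so. Single values per library were compared with a two-sided exact permutation test, which for 3 against 3 cannot give a p-value below 0.1.

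Gene lists (8 amylolytic genes, 11 genes listed as regulatory, among them the *rodA*-like gene and *rodB*, which are not regulators in the study, and 5 gene numbers on each side of the deleted locus) were taken from the study. Together with the tests, the alternatives and the rule for naming further genes, they were fixed before the data were examined. The IDs of *PoxGA15A* and *amy13A* were taken from the annotation in the study's supplement. By the rule, the text names the deleted gene, the genes of the lists and, among genes with an adjusted p-value under 0.05, a mean of at least 10 FPKM in the higher group and no overlap between groups, the 5 with the largest rise and the 5 with the largest fall. The RefSeq gene table of assembly ASM172317v3 (strain HP7-1) matched 9718 of the 9822 IDs. The deposited tables name no build, so that table was used only for names and gene order, and no coordinates are given. It holds no product names, so the planned tests of gene sets were not run. Gene length and GC content were not tested.

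The fit was tested on simulated data made from the means and replicate spread of the 8605 genes, with 200 genes changed. At 2-fold, 65.5% of the changed genes were recovered, and at 4-fold 94.0%, with 6 false calls each. At 1.5-fold, 0 were recovered. With no gene changed, 0 genes were called. Small changes were therefore hard to detect with this number of replicates when few genes change.

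The alternatives were pseudocounts of 0.1 and 5, no filter on low values, a filter at a mean of 5 FPKM, rescaling to equal sums (TPM), median-ratio scaling to the geometric mean, quantile normalization, limma without the trend, limma with a robust prior, a block for the replicate number, and each library left out in turn.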

Results

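Transcript levels were measured by RNA-seq in mycelium of *P. oxalicum*, 3 libraries from the parental strain Δ*ku70* and 3 from the deletion strain Δ*rsrC*. The comparison asks which genes depend on *rsrC*, the gene of a zinc-finger protein that the study examined as a regulator of amylase production. Each library listed 9822 genes, of which 8451 to 8535 reached 1 FPKM and 854 to 909 stood at 0. Relative depth ranged from 77.8% (Δ*rsrC* replicate 1) to 105% (Δ*rsrC* replicate 2) of that of Δ*ku70* replicate 1.

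The deleted gene was examined first. *rsrC* (POX_a01508) was at 27.1, 30.3 and 39.0 FPKM in Δ*ku70* replicates 1, 2 and 3, and it was listed at 0 in each of the 3 Δ*rsrC* libraries (limma adjusted p = 1.26e-04). It was the 1 gene with at least 10 FPKM in every Δ*ku70* library and 0 in every Δ*rsrC* library. The gene that carries the number of the label in the present numbering, POX_a00418, was at 58.5 to 86.3 FPKM in Δ*ku70* and 48.0 to 66.0 FPKM in Δ*rsrC*, with an adjusted p-value of 0.115.

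The libraries were compared over the 8605 tested genes. Pearson's r of log2(FPKM + 1) across genes, which are not independent replicates, was 0.958 to 0.975 among the 3 Δ*ku70* libraries and 0.974 to 0.977 among the 3 Δ*rsrC* libraries. Between the strains it was 0.903 to 0.938, below every value within a strain. With a pseudocount of 0.1, the alternative that moved these values most, the lowest r within a strain was 0.931 and the highest between strains 0.911.

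The distribution of FPKM differed between the strains. The 10 highest genes of a library held 11.3% ± 0.855 (SD, n = 3) of all FPKM in Δ*ku70* and 16.2% ± 0.322 (SD, n = 3) in Δ*rsrC*, a difference of 4.95 percentage points with no overlap. The exact permutation p-value was 0.1, the smallest that 3 against 3 allows. For the 50 highest genes the difference was 6.41 points. The sum of FPKM was 1291932 ± 22247 (SD, n = 3) in Δ*ku70* and 1513916 ± 21453 (SD, n = 3) in Δ*rsrC*, again without overlap and with an exact permutation p-value of 0.1. The median gene went the other way, from 31.6 ± 0.364 (SD, n = 3) to 27.1 ± 0.508 FPKM (SD, n = 3).

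Of the 8605 genes, 3386 (39.3%) differed at an adjusted p-value under 0.05, 1184 upregulated (log2 change 0.27 to 8.12) and 2202 downregulated (log2 change -5.03 to -0.29) in Δ*rsrC*. At an unadjusted p-value under 0.05, the criterion of the study, 4339 genes differed, 1532 upregulated and 2807 downregulated, where chance alone would give about 430.2. With a change of at least 2-fold added to the adjusted p-value, 898 genes remained, 414 upregulated and 484 downregulated. The FPKM of the strains did not overlap for 4704 of the tested genes (54.7%), against 10% by chance. The number of calls fell most when Δ*rsrC* replicate 1 was left out, to 2126 genes.

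The split between upregulated and downregulated genes depended on how the libraries were scaled. The median log2 change of all tested genes was -0.13 with FPKM as deposited, -0.35 after rescaling to equal sums (TPM), 0.00 after median-ratio scaling and -0.04 after quantile normalization. Upregulated genes made up 35.0% of the calls with FPKM as deposited. After TPM rescaling 742 of 4395 genes were upregulated (16.9%), after median-ratio scaling 1623 of 3113 (52.1%) and after quantile normalization 1373 of 2852 (48.1%). At the unadjusted criterion the upregulated share was 35.3% as deposited, 18.5% after TPM rescaling, 51.0% after median-ratio scaling and 47.4% after quantile normalization. Among calls of at least 2-fold it was 46.1%, 22.5%, 62.9% and 56.3% in the same order. Under all 4 scalings, 722 genes were called as upregulated and 1275 as downregulated, and 0 genes were called in opposite directions.

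**Figure D1:**
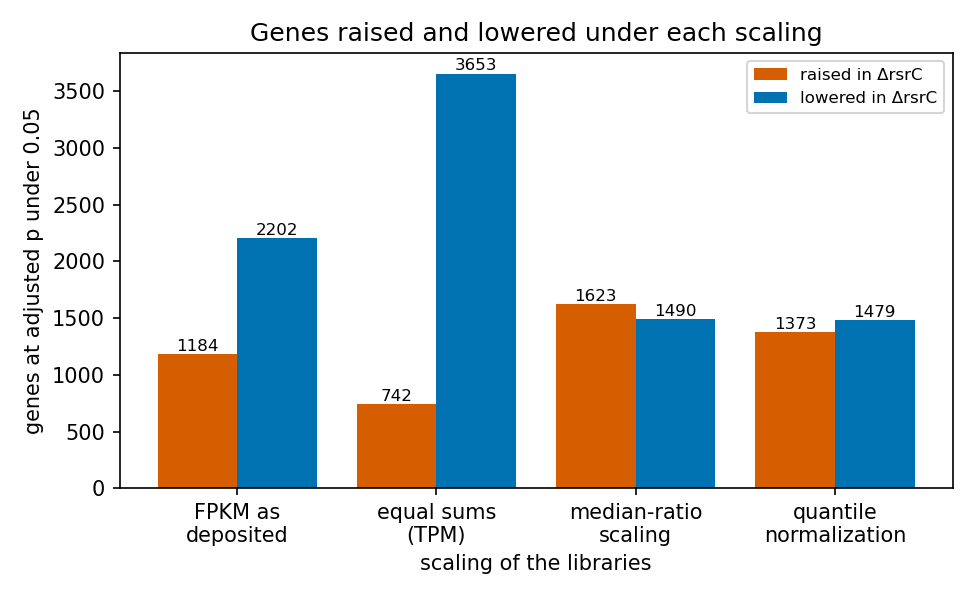
Number of genes (y axis) upregulated (orange) and downregulated (blue) in Δ*rsrC* at a limma adjusted p-value under 0.05, for 4 scalings of the libraries (x axis). Downregulated genes outnumber upregulated ones 2202 to 1184 with FPKM as deposited, and 1490 stand against 1623 after median-ratio scaling.

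Amylolytic genes were examined because the study asked how amylase production is regulated. Of the 8 genes, 4 differed at an adjusted p-value under 0.05 over all genes tested, and 4 when adjusted over the list alone. The study drew the list in part from these libraries, so neither count is independent evidence. The glucoamylase gene *PoxGA15A* (POX_a00573) fell by 54.1%, from 1132 ± 351 (SD, n = 3) to 520 ± 36.0 FPKM (SD, n = 3), a log2 change of -1.08 (SE 0.23, limma adjusted p = 0.0122). The glucoamylase gene *POX_b02418* fell by 66.8%, from 592 ± 256 (SD, n = 3) to 196 ± 10.9 FPKM (SD, n = 3), a log2 change of -1.50 (SE 0.29, limma adjusted p = 0.00872). The α-glucosidase gene *POX_e06687* fell by 59.1%, from 18.8 ± 5.02 (SD, n = 3) to 7.71 ± 1.24 FPKM (SD, n = 3), with a log2 change of -1.16 (SE 0.22, limma adjusted p = 0.00804). The α-glucosidase gene *POX_g08885* rose by 138%, from 68.3 ± 6.22 (SD, n = 3) to 162 ± 17.5 FPKM (SD, n = 3), with a log2 change of 1.24 (SE 0.12, limma adjusted p = 0.00140). Each of these 4 genes had no overlap between strains and kept its direction and an adjusted p-value under 0.05 in all 16 alternatives.

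The other 4 amylolytic genes had adjusted p-values above 0.05. The α-amylase gene *amy13A* (POX_c04732) was at 337 ± 192 FPKM (SD, n = 3) in Δ*ku70* and 496 ± 89.1 FPKM (SD, n = 3) in Δ*rsrC*, with an adjusted p-value of 0.237. Its Δ*ku70* libraries ranged from 134 to 517 FPKM, and its log2 change of 0.74 became 0.18 without Δ*ku70* replicate 1 and 1.15 without Δ*ku70* replicate 3. Its adjusted p-value ranged from 0.0633 to 0.562 over the alternatives. The branching enzyme gene *POX_d05520* and the α-glucosidase genes *POX_f08248* and *POX_c03853* had log2 changes of 0.19, 0.21 and 0.16 with adjusted p-values of 0.292, 0.281 and 0.307. These changed sign to -0.04, -0.02 and -0.07 after TPM rescaling, and that of *POX_f08248* was -0.06 after quantile normalization. After median-ratio scaling they were larger, at 0.33, 0.35 and 0.30, with adjusted p-values of 0.104, 0.0947 and 0.0997. Over the alternatives the adjusted p-values ranged from 0.104 to 0.828, from 0.0947 to 0.924 and from 0.0997 to 0.638.

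**Figure D2:**
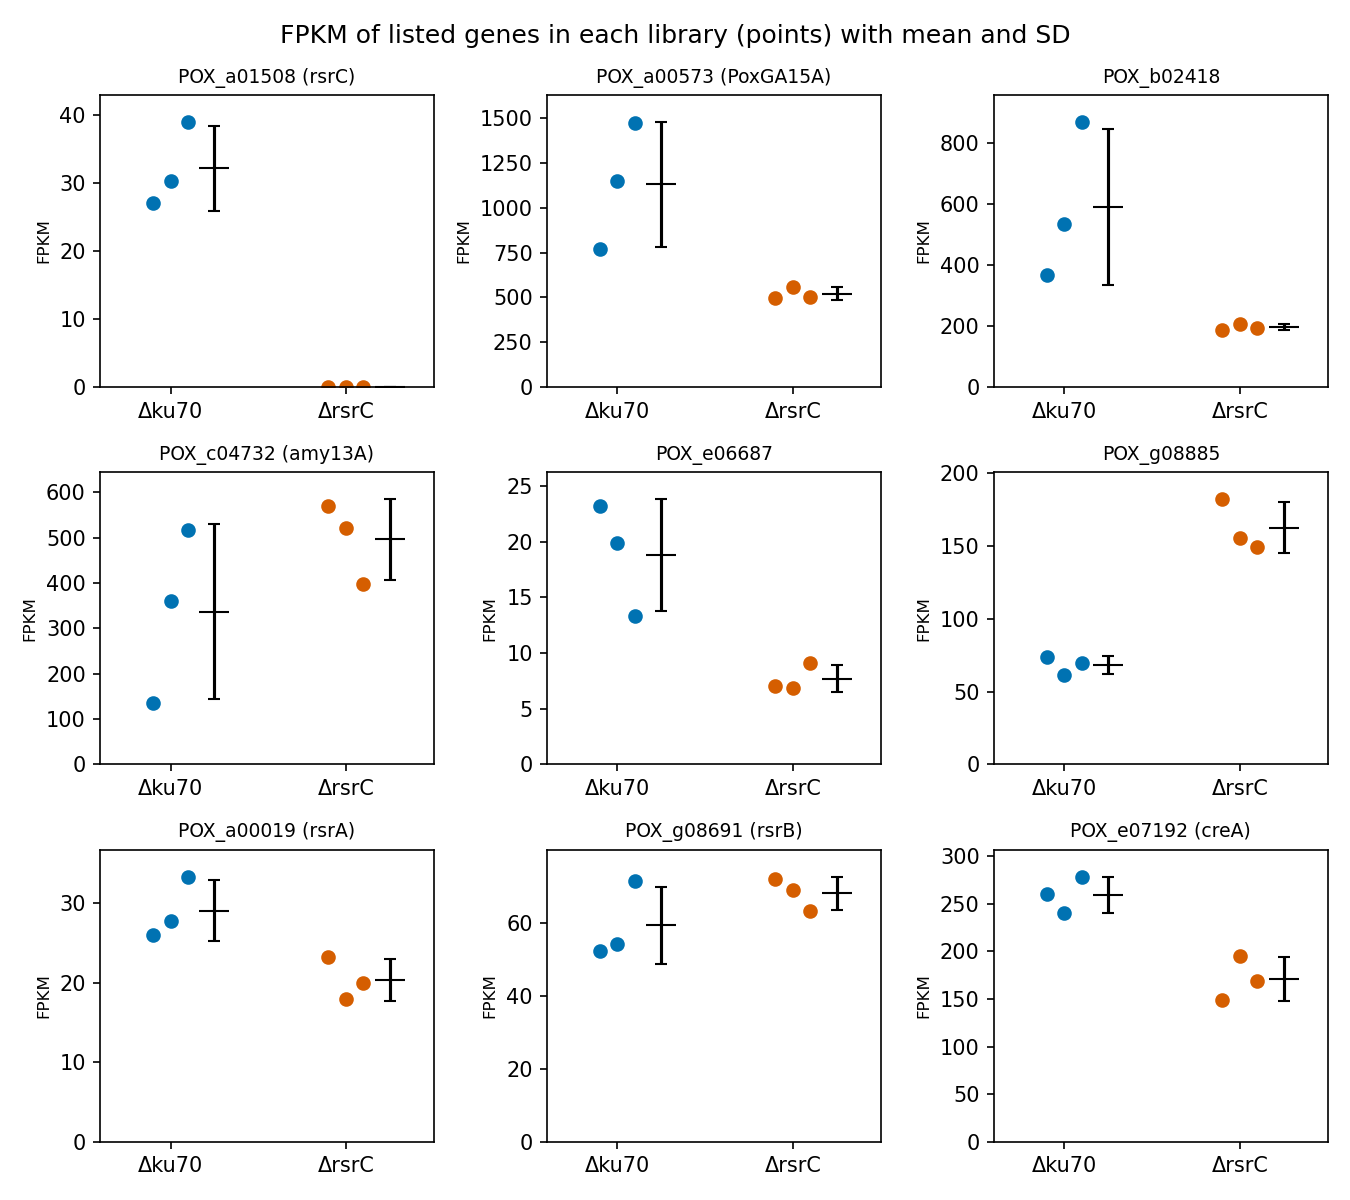
FPKM (y axes, each from 0) of 9 genes in each library of Δ*ku70* (blue points) and Δ*rsrC* (orange points), replicates 1 to 3 from left to right, with bars for the mean and SD of 3 libraries. *rsrC* is listed at 0 in the 3 Δ*rsrC* libraries, *PoxGA15A* and *POX_b02418* lie lower in Δ*rsrC* without overlap, and *amy13A* overlaps between strains.

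The list of regulatory genes was compared in the same way. It also holds the *rodA*-like gene and *rodB*, which the study ties to hyphal growth and spore formation and does not name as regulators, and both are among the downregulated genes counted here. Of the 11 genes, 7 differed at an adjusted p-value under 0.05 over all genes tested, 4 downregulated and 3 upregulated. When adjusted over the list alone, 9 differed. Neither count is independent evidence, for the same reason. The count over all genes tested was 3 to 6 in the 6 fits that each left out 1 library. It was 3 without Δ*ku70* replicate 2 and 3 without Δ*rsrC* replicate 2. *creA* (POX_e07192) fell by 34.2%, from 260 ± 18.9 (SD, n = 3) to 171 ± 22.9 FPKM (SD, n = 3), with a log2 change of -0.61 (SE 0.13, limma adjusted p = 0.0126). *rsrA* (POX_a00019) fell by 29.9%, from 29.1 ± 3.83 (SD, n = 3) to 20.4 ± 2.66 FPKM (SD, n = 3), with a log2 change of -0.49 (SE 0.14, limma adjusted p = 0.0329). After median-ratio scaling the log2 change of *rsrA* was -0.36 and its adjusted p-value 0.0908, within a range of 0.00543 to 0.189 over the alternatives. The adjusted p-value of *rsrA* was 0.0658 without Δ*ku70* replicate 2, 0.0668 without Δ*ku70* replicate 3, 0.103 without Δ*rsrC* replicate 2 and 0.0816 without Δ*rsrC* replicate 3. *rsrB* (POX_g08691) was at 59.2 ± 10.5 FPKM (SD, n = 3) in Δ*ku70* and 68.1 ± 4.55 FPKM (SD, n = 3) in Δ*rsrC*, with overlap, a log2 change of 0.21 and an adjusted p-value of 0.278. That log2 change became -0.02 after TPM rescaling, 0.35 after median-ratio scaling (adjusted p = 0.0843) and 0.35 without Δ*ku70* replicate 3 (adjusted p = 0.0505), within a range of 0.0505 to 0.930 over the alternatives.

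The *rodA*-like gene POX_a00279 fell by 70.2%, with a log2 change of -1.72 (SE 0.26, limma adjusted p = 0.00421), and *rodB* (POX_c03497) fell by 57.7%, with a log2 change of -1.39 (SE 0.44, limma adjusted p = 0.0425). The adjusted p-value of *rodB* ranged from 0.0186 to 0.105 over the alternatives and exceeded 0.05 without each of Δ*ku70* replicates 1, 2 and 3 and without Δ*rsrC* replicate 2. Its log2 change was -0.85 without Δ*rsrC* replicate 3 and -1.76 without Δ*rsrC* replicate 1. *POX_g08739*, *POX_e06829* and *POX_g08892* were upregulated, with log2 changes of 0.68, 0.54 and 0.51 and adjusted p-values of 0.0129, 0.0356 and 0.0469. The adjusted p-value of *POX_g08739* ranged from 0.00949 to 0.0542 over the alternatives, the highest after quantile normalization. The adjusted p-value of *POX_g08892* exceeded 0.05 in 5 of the 6 fits that left out 1 library, all but the one without Δ*rsrC* replicate 3, and ranged from 0.0236 to 0.169 over the alternatives. That of *POX_e06829* exceeded 0.05 without replicate 1 or 2 of either strain and ranged from 0.0159 to 0.120. *amyR* (POX_f08097) and *cxrC* (POX_a00541) had log2 changes of -0.32 and -0.29, with adjusted p-values of 0.0587 and 0.0816 over all genes and 0.0338 and 0.0471 adjusted over the list alone. Over all genes both passed after TPM rescaling, with log2 changes of -0.55 and -0.51 and adjusted p-values of 0.00740 and 0.0105. Over the alternatives these ranged from 0.00740 to 0.297 for *amyR* and from 0.0105 to 0.652 for *cxrC*, each highest after quantile normalization. *brlA* (POX_c03558) was near 1 FPKM in both strains, 1.13 ± 0.501 (SD, n = 3) and 1.03 ± 0.587 (SD, n = 3), and a difference was not detectable at this level (adjusted p = 0.868).

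Genes beside the deleted locus were examined because a replacement cassette can act on its neighbours. Of the 10 gene numbers, 7 were not tested, and none of these exceeded 1.12 FPKM in any library. Of the 3 tested genes, 0 differed at an adjusted p-value under 0.05, and 0 at an unadjusted p-value under 0.05. POX_a01510 had a log2 change of 0.41 (adjusted p = 0.127), while POX_a01511 and POX_a01512 had 0.00 and -0.02. Without Δ*rsrC* replicate 3 the log2 change of POX_a01510 was 0.59 with an adjusted p-value of 0.0339, and after quantile normalization 0.60 with 0.0413, within a range of 0.0339 to 0.419 over the alternatives.

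Of the 3176 genes that met the rule for naming, the 5 largest rises were those of POX_c04100, POX_f08121, POX_f08129, POX_f08226 and POX_f08207. POX_c04100 rose from 4.11 ± 1.86 (SD, n = 3) to 1401 ± 473 FPKM (SD, n = 3), with a log2 change of 8.12 (SE 0.36, limma adjusted p = 1.26e-04). POX_f08121 rose from 3.11 ± 2.09 (SD, n = 3) to 429 ± 190 FPKM (SD, n = 3), and POX_f08129 from 2.85 ± 0.935 (SD, n = 3) to 163 ± 76.7 FPKM (SD, n = 3), with log2 changes of 6.76 and 5.35. POX_f08226 was listed at 0 in each Δ*ku70* library and at 62.6, 53.5 and 17.9 FPKM in the Δ*rsrC* libraries. POX_f08207 rose 36.0-fold, from 618 ± 54.0 (SD, n = 3) to 22228 ± 1802 FPKM (SD, n = 3), with a log2 change of 5.17 (SE 0.13, limma adjusted p = 1.39e-05).

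After *rsrC* itself, the largest falls were those of POX_a00665, POX_f07612, POX_c04726 and POX_a00070. POX_a00665 was at 20.8, 30.6 and 67.4 FPKM in Δ*ku70* and at 0, 4.61 and 0 FPKM in Δ*rsrC*. POX_f07612 fell from 54.2 ± 45.4 (SD, n = 3) to 1.11 ± 0.496 FPKM (SD, n = 3), with a log2 change of -4.31 (SE 0.67, limma adjusted p = 0.00445). POX_a00070 was at 33.1, 7.28 and 9.64 FPKM in Δ*ku70* and was listed at 0 in each Δ*rsrC* library. POX_c04726 was at 7621, 9561 and 542 FPKM in Δ*ku70* replicates 1, 2 and 3, and at 338, 138 and 206 FPKM in Δ*rsrC*, with a log2 change of -4.00 (SE 1.05, limma adjusted p = 0.0239). Its adjusted p-value exceeded 0.05 in 5 of the 6 fits that left out 1 library, and was 0.00129 without Δ*ku70* replicate 3, within a range of 0.00129 to 0.0758 over the alternatives. None of the 10 genes overlapped another gene in the gene table.

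**Figure D3:**
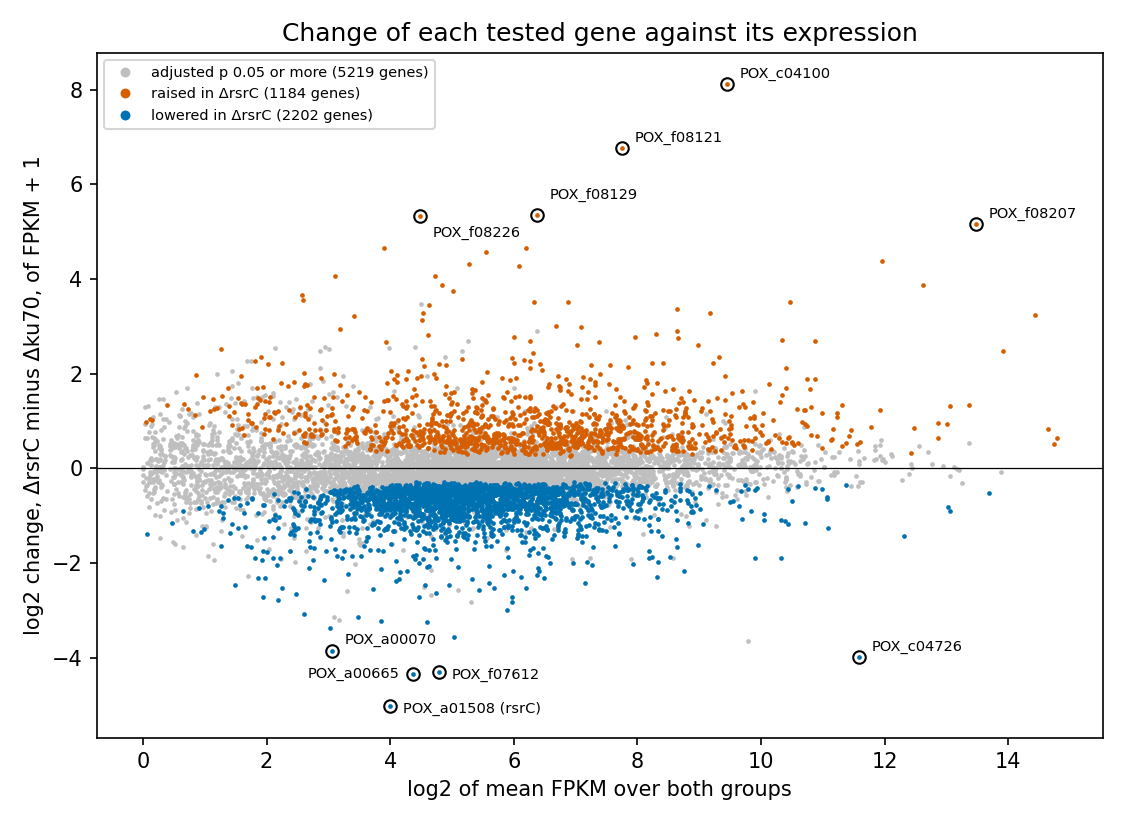
Log2 change between Δ*rsrC* and Δ*ku70* of FPKM + 1 (y axis) against the log2 mean FPKM over both strains (x axis) for the 8605 tested genes, orange for upregulated, blue for downregulated and grey for an adjusted p-value of 0.05 or more, with the 10 genes named by the rule circled. POX_c04100 lies highest at 8.12 and *rsrC* lowest at -5.03, a value that depends on the pseudocount because *rsrC* is listed at 0 in Δ*rsrC*.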

Values the study reported

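The study reported 4137 differentially expressed genes in Δ*rsrC* relative to Δ*ku70* at a p-value under 0.05, of which 2059 were upregulated and 2078 downregulated. It gave Pearson values of 0.97 to 0.99 for its samples. Expression of *PoxGA15A* was reported as reduced by 49.7%, that of *POX_b02418* by 63.7% and that of *POX_e06687* by 55.2%. The study also named *POX_d05520*, *POX_f08248* and *POX_c03853* as differentially expressed, which did not pass an adjusted p-value of 0.05 here. By RT-qPCR, a separate measurement of transcripts, it reported lower expression of *PoxGA15A*, *POX_b02418* and *rsrA* in Δ*rsrC*. For regulators, the study reported a reduction of 23.2% for *rsrA* and 27.7% for *creA*, and an increase of 26.2% for *rsrB*.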

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

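The counts of genes at an unadjusted p-value under 0.05 (3588 to 4979) and at an adjusted p-value under 0.05 with at least a 2-fold change (638 to 1201) stayed within 1.5 times their reported values under each alternative. The fall of *rsrC* kept its direction and an adjusted p-value under 0.05 in all 16 alternatives, and 4 amylolytic genes passed in each of them. The count at an adjusted p-value under 0.05 was 2852 to 4395 under the alternatives other than the block and the omitted libraries. No call shared between the reported fit and an alternative changed direction: the median-ratio fit shared 2674 of the 3386 calls and the TPM fit 2944, all in the same direction.

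Scaling moved the balance of directions. With TPM rescaling, 742 genes were upregulated and 3653 downregulated, and the log2 changes of POX_d05520 (-0.039), POX_f08248 (-0.018), POX_c03853 (-0.072) and *rsrB* POX_g08691 (-0.016) changed sign. With median-ratio scaling, those of POX_a01511 (0.13) and POX_a01512 (0.12) did so. With quantile normalization, 3 regulatory genes and 1 gene next to the deleted locus passed, and the log2 changes of POX_f08248 (-0.060) and POX_a01511 (0.22) changed sign. TPM rescaling and median-ratio scaling multiply all FPKM of a library by 1 factor, which moves log2 changes near 0 across it by construction. For quantile normalization, the cause of the sign changes and of both counts was not tested.

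Across the 6 fits that each left out 1 library, the count at an adjusted p-value under 0.05 was 2126 to 3476, with 762 to 1271 upregulated and 1364 to 2205 downregulated, and the count of regulatory genes was 3 to 6. The lowest of the first 3 counts came without Δ*rsrC* replicate 1. The unadjusted count was 3588 to 4373, the 2-fold count 704 to 1119, the count of genes next to the locus 0 to 1, and the log2 change of *rsrC* -5.14 to -4.89. The difference in the share of the 10 highest genes was 4.70 to 5.44 percentage points. Log2 changes near 0 crossed it: POX_a01511 (-0.093 to 0.048), POX_a01512 (-0.041 to 0.0098) and, in the 4 fits that tested it, *brlA* POX_c03558 (-0.19 to 0.15). Each of these fits has fewer samples.

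The same replicate numbers occur in both strains. The deviations of same-numbered libraries from their group means correlated across genes at 0.00, -0.13 and -0.24 for numbers 1, 2 and 3, so the numbers do not pair the libraries. With a replicate block, 2213 genes passed an adjusted p-value of 0.05, 785 upregulated and 1428 downregulated, with 2 regulatory genes. The block leaves fewer degrees of freedom.

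The values of r depended on how low genes were treated. The lowest r within a strain was 0.931 with a pseudocount of 0.1 and 0.968 with no filter, and the highest between strains 0.911 and 0.952. The lowest within a strain lay above the highest between strains in each case. With 50 genes in place of 10, the difference in share was 6.41 points.

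Among the single genes named, the 10 fits with a changed setting made 17 results weaker, 3 stronger and 8 reversed, and the 6 fits with a library left out made 22 weaker, 1 stronger and 5 reversed. The gene set alternatives were not run, because no product names were used here. *brlA* is not tested when a mean of at least 5 FPKM is required, nor without Δ*ku70* replicate 3 or Δ*rsrC* replicate 1, where its mean is under 1 FPKM. The unknown depth limits what can be said of genes near 1 FPKM or listed at 0.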

Other observations

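The tests in this part were chosen after the results they bear on had been seen.

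The 6 libraries can be split into 3 and 3 in 10 ways, so no share below 0.1 can be reached. For the count at an adjusted p-value under 0.05, 1 of the 10 splits, the real one, gave as many genes, and the highest count among the 9 other splits was 2. For the unadjusted count it was also 1 of 10, with at most 590 genes in another split, for the 2-fold count 1 of 10, with at most 2, for the amylolytic genes 1 of 10, with at most 0, and for the regulatory genes 1 of 10, with at most 0. Other splits mix the strains and carry the strain difference in their spread, which lowers their counts. The study drew the amylolytic and regulatory lists in part from the real split, so the counts of listed genes also favour it by selection.

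A run of 15 genes with consecutive numbers, POX_f08120 to POX_f08134, rose at least 2-fold at an adjusted p-value under 0.05 each, with log2 changes of 1.03 to 6.76. POX_f08121 and POX_f08129, named in the report by rule, lie in it. The nearest tested genes outside it did not rise: POX_f08119 had a log2 change of -0.09 on one side and POX_f08136 of -0.44 on the other, with POX_f08135 untested between. Of the next tested genes, POX_f08118 fell (log2 change -1.53) and POX_f08137 rose (log2 change 0.83, limma adjusted p = 0.0362). POX_f08137 was at 1.15 to 2.48 FPKM in Δ*ku70* and 3.65 to 4.27 FPKM in Δ*rsrC*. At such levels the log2(FPKM + 1) scale understates a change, so a 2-fold rise of its FPKM is not ruled out. The next longest runs held 4 genes. When the genes were shuffled within chromosomes 10000 times, 0 orders gave a run as long, and the longest held 6 (permutation p = 0.0001, the smallest the shuffles can give). Of the 14 adjacent pairs, 0 overlap in the gene table, which argues against reads shared between overlapping genes. An extra copy of the region would raise its genes about 2-fold, and 9 of the 15 rose more than 4-fold. All 15 were also called as upregulated after TPM rescaling, median-ratio scaling and quantile normalization. After TPM rescaling 13 of the 15 rose at least 2-fold, so the full length of the run by that limit depends on the scaling. A candidate explanation is that the region is a group of co-regulated genes that responds to the loss of *rsrC*. Whether it reflects another change in the deletion strain was not tested, and gene products, length and GC content were not used here.

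Chromosomes did not shift as wholes. The median log2 change of the genes of each of the 8 numbered groups, a to h, lay within 0.05 of that of all genes (largest distance 0.0484), which argues against the gain or loss of a chromosome. The 13 tested genes of unplaced sequence, group u, had a median of 0.96 and are not part of this.

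FPKM summed to 17.2% more in Δ*rsrC*. FPKM divides by gene length and by all mapped fragments of the library, so a higher sum does not mean more RNA. A shift of fragments to shorter genes would raise the sum, and gene length was not tested. POX_g09376, chosen after its values were seen, rose from 4286 to 40068 FPKM on average and made up 16.1% of the difference, and the 5 genes with the largest gain made up 47.8%. Without the 10 genes of highest mean, the sums were still 8.40% higher, with no overlap between strains, so those 10 genes are not the whole of it. The difference was 5.72% without the 50 highest genes and 4.77% without the 100 highest, and it reversed to -2.51% without the 500 highest, so the higher sum lay in the most highly expressed genes. The shift of the median gene could come from a single scale factor per library, but such a factor would move genes of each expression level alike. With the genes ranked by expression into 5 groups of 1721, the median log2 change was -0.28 in group 2 and 0.09 in group 5, the highest. The difference was 0.37, with bootstrap standard errors of 0.01 and 0.02. The bootstrap resampled genes and not libraries, so these errors do not measure the spread between cultures. Group 1, the lowest, was at -0.08, with 45.5% of its genes raised against 28.7% in group 2. The pseudocount shrinks changes of low values, but this alone would not raise the share of rising genes. The shift therefore did not run steadily with expression over all 5 groups. Whether the difference between expression groups is biological or arises in library preparation stays open.

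Δ*ku70* replicate 3 resembled the Δ*rsrC* libraries at some genes. POX_c04719, chosen after its values were seen, was at 2260, 2784 and 88.2 FPKM in Δ*ku70* replicates 1, 2 and 3 and at 48.8 to 75.0 FPKM in Δ*rsrC*, the same pattern as POX_c04726. Among genes with a mean of at least 10 FPKM, 18 were more than 8-fold lower in Δ*ku70* replicate 3 than in both other Δ*ku70* libraries, against 8 for replicate 1 and 3 for replicate 2. In 10 of these 18 genes, each Δ*rsrC* library also lay below Δ*ku70* replicates 1 and 2, and in the other genes this did not hold. A mixed or mislabelled library would lower *rsrC*, and *rsrC* in replicate 3 was 1.36 times the mean of the other Δ*ku70* libraries. Across genes, replicate 3 minus replicate 2 correlated with Δ*rsrC* minus Δ*ku70* replicate 1, which shares no library with it, at r = 0.27. The corresponding r was 0.16 for replicate 3 minus replicate 1 against Δ*rsrC* minus replicate 2, and 0.13 for replicate 1 minus replicate 2 against Δ*rsrC* minus replicate 3. The first of these was 0.31 among genes of at least 20 FPKM, which argues against noise of low values. Its Spearman's rho was 0.32, which argues against a few variable genes, and its r was 0.26 after a smooth trend on expression was removed. For the other pair of comparisons, r after that removal was 0.16 and 0.12. Differences within Δ*rsrC* had correlations of similar size, from -0.23 to 0.14. Cultures of either strain may therefore differ along part of the axis that separates the strains, for example in how far a culture had progressed, which was not tested.

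The 13 tested genes on unplaced sequence had a median log2 change of 0.96, against -0.13 for all tested genes. POX_u09931, chosen after its values were seen, was at 1002, 1352 and 1776 FPKM in Δ*ku70* and at 5986, 2481 and 2586 FPKM in Δ*rsrC* replicates 1, 2 and 3. It was higher in each Δ*rsrC* library than in any Δ*ku70* library (log2 change 1.33, limma adjusted p = 0.0303), and highest in Δ*rsrC* replicate 1. POX_u09935 followed with 227, 326, 404, 1375, 475 and 510 FPKM in the same order of libraries. Neither POX_u09935 nor POX_u09933 passed (limma adjusted p = 0.0687 and 0.0855). The gene table lists POX_u09931 directly after a ribosomal RNA gene. Reads from ribosomal RNA are a possible explanation. The IDs in the deposited tables are gene numbers that do not say which features are ribosomal RNA. The IDs therefore cannot decide whether such reads or a change of these genes raised the values.

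The rise of *rsrB* here was 14.9%. That is lower than the value quoted from the study above. After median-ratio scaling the rise was 26.8%, and the changes of *PoxGA15A* and *rsrA* became -49.3% and -22.6%. Those of *POX_b02418*, *POX_e06687* and *creA* became -63.3%, -54.9% and -27.5%. The choice of scale for the libraries therefore moves each of these percentages. Each lay nearer to the value quoted from the study after this scaling than with FPKM as deposited.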
